A study of Mus musculus with 517 samples.

How the data were processed

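The libraries were made from mouse tissue, mostly brain slices, from which fluorescent cells were picked by hand, and the RNA was amplified with the Ovation RNA-Seq System V2 and built into libraries with the Encore NGS Multiplex System, per the labels' protocols. The adapters were of the TruSeq type in 510 libraries and of the Solexa type in 7, per the labels. Per the labels, 3 libraries had ERCC spike-in mix 2 in place of mix 1, and for 7 libraries no mix was given. The authors deposited a single table of counts of reads per gene symbol, with 35266 gene rows, 92 ERCC rows and 5 closing rows of unassigned reads in the form that htseq-count writes. Its values were whole numbers, not normalized, with 1 column per library, and every column matched 1 library title. The aligner, the genome build, the gene annotation and the strandedness of the counting were not stated. Genes that overlap on opposite strands, such as Xist and Tsix, and genes with close copies elsewhere, such as mitochondrial and ribosomal protein genes and families of pancreatic enzymes, therefore have uncertain counts.

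ERCC rows and unassigned rows stayed out of library sizes and tests. Reads outside annotated genes made up 1.99% to 72.9% of all counts in a library's column (median 29.4%), and reads ambiguous between genes 0.251% to 16.9% (median 1.43%). CPM here is the count divided by the library's total over genes, on the usual scale of that unit. Groups were taken from the titles, which give region, transmitter and line, and replicate numbers from the titles too. Reference annotation GENCODE M21 (build GRCm38) was used only for gene spans and for which genes lie near each other. Since the authors' build was not stated, no coordinates are given. Of the gene rows, 32314 matched the annotation by symbol and 816 by an older symbol (93.9% together), and of the 17326 rows with a mean count of at least 10, 95.7% matched.

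Differences between groups were tested on the raw counts with edgeR 4.0.16 in R 4.3.3 by quasi-likelihood F-tests (glmQLFit and glmQLFTest), with TMM normalization, the default expression filter and Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The serotonin libraries were fitted together, with line or region as a covariate, and so were the 3 regions of the Slc17a7 line. Transmitter classes were compared on counts summed over the libraries of each group with at least 2 libraries. The sexes were compared with group as a covariate. Descriptions used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Gene families and long genes were set against 10000 random lists of the same size matched on mean expression in 20 bins, in one-sided tests in the direction seen. Families were fixed by symbol patterns, and genes with a mean of at least 1 CPM over the groups entered. RNA per cell used spike-ins with mix 1 and a stated volume, and a permutation test with 100000 resamples. Wilson intervals have a confidence level of 95%.

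The genes named for a comparison were, in each direction, the 3 with the largest fold change among those with an adjusted p under 0.05, a mean of at least 10 CPM in the higher condition and no overlap between the libraries of both conditions. Where no gene met the last condition it was dropped, and symbols of predicted genes and Riken clones were left out. For the interaction the 3 genes with the lowest p and a mean of at least 10 CPM were named. Genes of the marker, sex and arcuate lists were named in any case. Some genes that met these rules are not reported here. A fold against a group with at most 3 counts in every library was computed against that floor and given as a lower bound. The marker lists covered transmitters, sex, microglia, astrocytes, oligodendrocytes, endothelium, immediate early genes and neurons in general.

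Means and lower bounds of named genes were also computed without each library, or each group where groups were summed. This step was added after the data were seen. For means and bounds printed here, the values are given where they moved by over 1.5 times. Some means that are not printed moved as far, and fold changes given here rest in part on them. Agrp fell from 2198.7 to 1105.9 CPM in the NPY line without replicate 7. Others were Maf and Rspo3 in CSm, and the 4 Y-linked genes in females without PAG Slc6a5.KF109 replicate 3. Alternatives were DESeq2 1.42.0 with its size factors, scaling by library size only, no expression filter, the replicate number as a block, leaving out libraries in turn, and for each description another threshold, pseudocount or scaling. Counts from fits without a library are not given for the arcuate lines. For the transmitter classes only replicate 1 of every group was left out, and for the sexes each replicate number. Replicates with one number in different regions shared age, sex and weight in all 4 pairs of the Fev line in DR and CSm, in all 3 pairs of the Cx3cr1-GFP line and in all 4 pairs of the P170 line, and were treated as pairs from these labels. The mean correlation of their deviations from the group means was 0.345 (0.250 to 0.412), 0.0233 and 0.0272 over genes with at least 10 CPM. Over all regions of the Fev line, 6 of 12 same-numbered pairs shared age, sex and weight, so some pairs with RPA matched too. The depth of 4330616 to 47210390 gene counts puts the floor of 3 counts below 1 CPM in every library.

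The test was run on simulated counts drawn from the real means and library sizes with 200 genes changed by a log2 fold change of 3. The changed genes were taken from those with a mean of at least 10 CPM, so recovery of less abundant genes was not measured. With 7 against 8 libraries it recovered 200 of 200 changed genes with 12 false calls among 14536 genes. With 4 against 4 it recovered 154 with 4 false calls among 13601 genes, and with 3 against 3 it recovered 74 with 2 false calls among 10347 genes. In simulated groups, a list of 200 changed genes among 3000 gave p = 0.0001 and a list of unchanged genes p = 1. The median was 0 both for the unchanged list and for its random lists, so its p says nothing about false calls. Libraries in groups of 1 entered the descriptions, the test of RNA per cell and the tests of neighbours of driver genes, but no edgeR fit and no test of gene families. Of the edgeR fits, the 7 libraries with Solexa adapters entered only those between classes of groups. Samples were not corrected for age, weight or number of cells, which the labels give.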

Results

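The data were RNA-seq counts of small pools of labelled cells sorted by hand from mouse tissue, one library per pool. There were 517 libraries in 175 groups, a group being 1 genetically labelled mouse line in 1 dissected region with the transmitter that its title named. The groups covered 69 lines and 104 regions, most of them in the brain. The series' design text named 174 cell types, 1 fewer than the groups formed from the titles. Of the groups, 18 held 1 library, 35 held 2, 84 held 3, 28 held 4 and 10 held 5 or more, up to 10. The title named glutamate alone (glu) in 92 groups of 280 libraries, GABA alone in 50 groups of 140 libraries and serotonin alone (5HT) in 5 groups of 20 libraries. No transmitter was named in 17 groups of 48 libraries, which included the Cx3cr1-GFP and GFAP lines and groups from pancreas and pituitary. The remaining groups named acetylcholine, dopamine, noradrenaline or a pair of transmitters. Libraries came from 359 males and 158 females by their labels, aged 12 to 336 days (stated for 508 libraries). Between 14 and 5064 cells had been sorted per library (median 105).

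Each library held 4330616 to 47210390 counts over genes, with a median of 17967393. Between 10156 and 20649 genes had at least 1 count (median 16146). Counts on the ERCC spike-ins, synthetic RNAs added in known amounts, made up 0 to 21.0% of gene and spike-in counts (median 0.618%). The highest share was 20.99% in replicate 4 of the SCH GABA AVP.QZ20 group (95% Wilson interval 20.97% to 21.01%). The most abundant gene took 0.499 to 34.8% of the gene counts, the highest share being that of Ctrb1 in pancreas P170 replicate 3 (Wilson interval 34.74% to 34.79%). Intervals and floors given here covered counting error only. No pair of libraries within a group was a duplicate: over all pairs of replicates, the lowest chi-square per gene between their counts was 8.39 and the median 92.2, where sampling noise alone gives about 1.

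Similarity between libraries was measured as the Pearson correlation across genes of log2(CPM + 1), where CPM is the count scaled to a common total of gene counts per library, and genes were not independent replicates. The median was 0.960 for pairs within a group. For pairs of the same transmitter and region from different lines it was 0.9496, and for the same transmitter and brain division but another region it was 0.926 (4136 pairs). Pairs with the same transmitter from different divisions had a median of 0.892 (43671 pairs), the same to 3 digits as pairs with different transmitters (60695 pairs). Pairs with different transmitters came from any regions, the same one included. Both kinds were thus not matched on region, and their equal medians do not show whether transmitter matters. Pairs of a library with a transmitter and one without had a median of 0.725 (22512 pairs). The ranges of these kinds of pair overlapped, and no test was made across pairs, which share libraries. Spearman's correlation moved the median within groups most, to 0.911, and restricting the correlation to genes with a mean of at least 1 CPM moved that between libraries with and without a transmitter most, to 0.519. For 83.97% of the 499 libraries with a partner in their group, the most similar library belonged to the same group, a count chosen after the data were seen. For 450 of them (90.2%) it shared the region and transmitter.

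**Figure D1:**
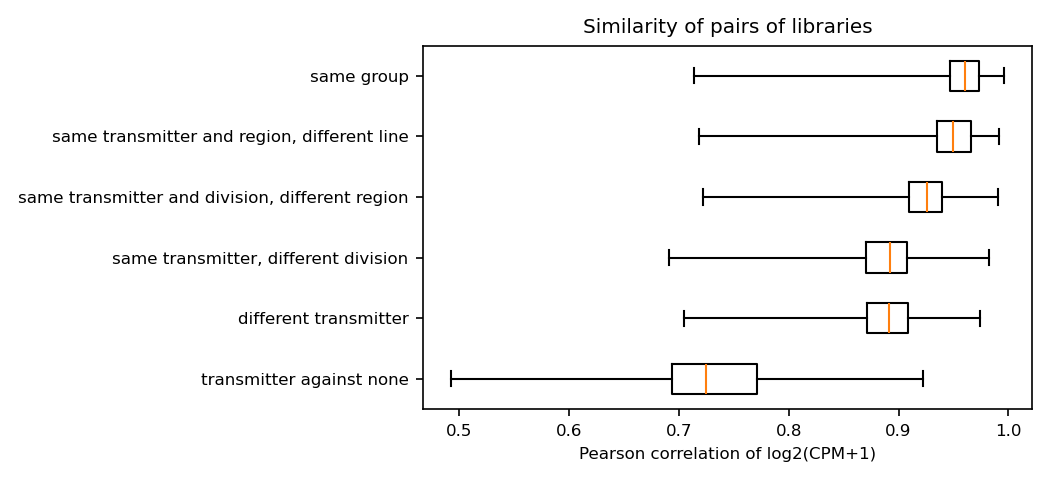
Pearson correlation of log2(CPM + 1) between pairs of libraries, by kind of pair; boxes show the quartiles and the line the median, and whiskers reach the lowest and highest pair. The median fell from 0.960 within groups to 0.725 between libraries with and without a transmitter.

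The labels were checked against marker genes listed before the data were examined, as were the tests, comparisons and gene families used here unless stated otherwise. A gene was called present in a group when it had at least 10 CPM in every library. Gad1, Gad2 and Slc32a1 were all present in 50 of the 50 GABA groups. At least 1 of the vesicular glutamate transporter genes Slc17a6, Slc17a7 and Slc17a8 was present in 91 of the 92 glutamate groups. The exception was the Penk1 line in the cerebellar region coded CUL4, 5gr, where Slc17a7 stood at 18.6, 1.55 and 679.6 CPM in replicates 1, 2 and 3. All 3 GABA genes were present in 3 glutamate groups, and at least 1 of them in 42 of the 92. A glutamate transporter gene was present in 4 GABA groups. When the group mean had to reach 10 CPM in place of every library, that last count was 12. The same rule gave 55 glutamate groups with at least 1 GABA gene. The glycine transporter gene Slc6a5 was present in 14 GABA and 5 glutamate groups. Tph2, Slc6a4 and Fev were all present in 5 of 5 serotonin groups. Among the 17 groups without a transmitter, at least 1 of the 3 GABA genes was present in 6 and a glutamate transporter gene in 2. All 3 GABA genes reached 10 CPM in the group mean in 1 of these 17.

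For 47 lines the name gave a gene, and the groups of the line were ranked on that gene among all groups. In 31 lines the median percentile of the line's groups was at least 90, and ranking on the median over libraries gave 31 as well, with Drd3.KI198 (from 89.1 to 91.7) in place of Orexin-Cre (from 98.9 to 0, at 1.81 CPM of Hcrt). In 7 lines it was 50 or less, among them Gad2.33.7 (mean 0.24 CPM of Gad2), Cdhr1.KG76 (0 CPM of Cdhr1) and Chrnb4.OL57 (0 CPM of Chrnb4). The median over lines was 96.6.

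Markers of other cell types were measured in the libraries with a transmitter. The mean of 10 microglial genes stood at a median of 0.0733% of its level in the Cx3cr1-GFP libraries, and at most 0.777%. The mean of 10 astrocyte genes stood at a median of 0.878% of their level in the GFAP line, and at 10.9% at most, in SSp@L7 Gpr26.KO250 replicate 2. With no matching line to compare, the oligodendrocyte list averaged 6.73 CPM in the median library and 290 CPM at most. The endothelial list averaged 1.54 CPM in the median library and 978 CPM at most. The immediate early gene list averaged 45.0 CPM in the median library, with a maximum of 551 CPM. A pan-neuronal list averaged 1318 CPM in the median library.

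RNA per cell was estimated from gene counts per spike-in count, the volume of spike-in and the number of cells, in 507 libraries of 174 groups. The median of the 50 GABA groups lay below that of the 91 glutamate groups by a log2 difference of -0.43 (two-sided permutation test, p = 0.362). Libraries of one group differed with an SD of 0.99 on the log2 scale. Taking spike-ins with at least 10 counts in most libraries left the value at -0.43.

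The arcuate nucleus of the hypothalamus (region code ARH) was sampled in 2 lines, NPY-hrGFP (7 libraries, 10864570 to 19920638 counts each) and Pomc-GFP (8 libraries, 9457791 to 26296967), named for neuropeptide genes. Of 14536 genes tested with edgeR's quasi-likelihood test, 9.315% differed at a Benjamini-Hochberg adjusted p under 0.05, 550 genes higher and 804 lower in the NPY line. DESeq2 moved the count most, to 1781 genes. With scaling by library size only, the median log2 fold change of all genes moved from -0.01 to 0.11, and 732 genes were higher and 616 lower. All 4 genes listed for this comparison passed, both adjusted over the list alone and over all genes. Npy averaged 4627 ± 5289 CPM (SD, n = 7) in the NPY line and 7.41 ± 10.7 CPM (n = 8) in the POMC line, a log2 fold change of 9.23 (SE 1.11, adjusted p 2.43e-06). These means rested on single libraries, being 2671 CPM without replicate 7 of the NPY line and 4.14 CPM without replicate 8 of the POMC line. Agrp had a log2 fold change of 8.78 (SE 0.80, adjusted p 3.35e-08). Pomc averaged 12.7 ± 6.67 CPM against 5257 ± 1889 CPM (log2 fold change -8.81, SE 0.37, adjusted p 1.16e-13), and Cartpt 44.6 ± 23.7 against 2263 ± 1885 CPM (log2 fold change -5.75, SE 0.52, adjusted p 3.04e-08). The ranges of the 7 and 8 libraries did not overlap for any of these genes. Among the other named genes, Gcnt1 was at least 144-fold and Htr1b at least 67.2-fold higher in the NPY line, where the POMC line was at the floor of 3 counts. Casr was at least 54.9-fold lower (33.8-fold without replicate 6 of the POMC line) and Sox3 at least 79.5-fold lower, and Nhlh2 had a log2 fold change of -9.06 (SE 0.54, adjusted p 3.07e-11), again without overlap.

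**Figure D2:**
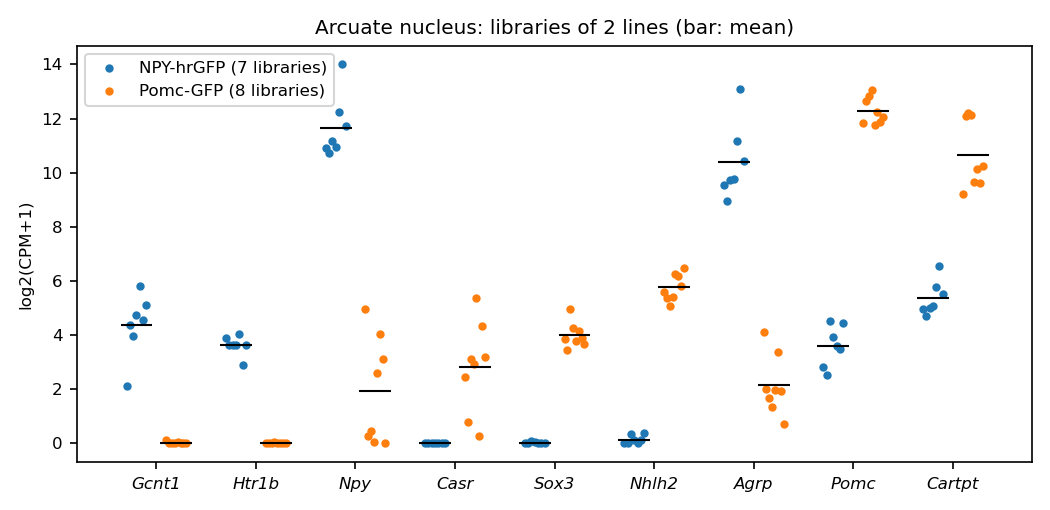
Level of the genes named for the arcuate comparison as log2(CPM + 1) in each library of the NPY-hrGFP (n = 7) and Pomc-GFP (n = 8) lines; points are libraries and bars their mean. Npy averaged 4627 CPM against 7.41 CPM, and Pomc 12.7 CPM against 5257 CPM, without overlap between the lines.

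Serotonin neurons were sampled in 3 regions, coded DR (midbrain), CSm (pons) and RPA (medulla), each in the Fev and the Tph2-EGFP line, giving 24 libraries of 12388331 to 21224714 counts. The title of the RPA Fev group also named GABA. With line as a covariate, 722 of 17401 genes differed between CSm and DR (4.15%), of which 41.97% were higher in CSm. Between RPA and DR 1944 genes differed (11.2%), 952 higher and 992 lower in RPA. Between RPA and CSm 9.12% differed, 765 genes lower in RPA and the rest (51.8%) higher. Across the fits that each left out 1 library, these shares of the 17401 genes ranged from 3.36% to 4.46%, from 9.61% to 12.3% and from 6.61% to 10.98%. Against DR, CSm had more RNA of Met (log2 fold change 6.80, SE 0.72, adjusted p 6.30e-08), Zeb2 (6.60, SE 0.83) and C1ql3 (5.99, SE 0.47). Foxa1 was at least 78.8-fold lower in CSm, and Maf (-8.55, SE 0.94) and Rspo3 (-7.54, SE 0.77) were lower too. In RPA, Nkx6-1 was at least 86.3-fold higher than in DR, and Shox2 averaged 220.9 ± 48.1 CPM (n = 7) against 0.175 ± 0.374 CPM (n = 10; log2 fold change 10.49, SE 0.52, adjusted p 7.91e-16). The DR mean was 0.112 CPM without replicate 1 and 0.0817 CPM without replicate 2 of the Fev group. Meis2 had a log2 fold change of 10.33 (SE 0.63, adjusted p 1.08e-13). En1 averaged 0.123 ± 0.183 CPM in RPA and 91.6 ± 16.9 CPM in DR (log2 fold change -9.58, SE 0.44, adjusted p 1.23e-16), the RPA mean being 0.0574 CPM without replicate 1 of the Fev group, while Rspo3 was at least 123-fold and Foxa1 at least 73.9-fold lower in RPA. Between RPA and CSm, Nkx6-1 (at least 85.0-fold), Shox2 (log2 fold change 9.85, SE 0.59) and Galr1 (at least 76.9-fold) were higher in RPA. Met was at least 488-fold lower in RPA than in CSm, and Kcnh8 (-8.39, SE 0.88) and En1 (-8.15, SE 0.43) were lower as well. The libraries of the regions compared did not overlap for any of the genes in these region comparisons.

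The 3 serotonin genes listed beforehand differed less. Between CSm and DR all 3 passed adjusted over the list alone and 1 passed over all genes tested: Slc6a4 averaged 4678 ± 594.5 CPM (n = 7) against 6273 ± 703 CPM (n = 10), a log2 fold change of -0.47 (SE 0.11, adjusted p 0.00687), with overlapping ranges. Tph2 had a log2 fold change of -0.36 (SE 0.12, adjusted p 0.0904). Replicates of the Fev line in DR and CSm were pairs, and with the replicate number as a block Tph2 had a log2 fold change of -0.38 with an adjusted p under 0.05. It also passed without replicate 4 of the CSm Fev group (-0.42). Between RPA and DR 2 of the 3 passed by either count, Tph2 with -1.27 (SE 0.12, adjusted p 2.08e-09) and Slc6a4 with -0.74 (SE 0.11, adjusted p 9.21e-06). Slc6a4 was lower in all 7 RPA libraries than in all 10 DR libraries, and the ranges of Tph2 overlapped. Between RPA and CSm all 3 passed adjusted over the list alone and 2 over all genes, Tph2 with -0.91 (SE 0.12, adjusted p 3.76e-06) and Fev with 0.67 (SE 0.16, adjusted p 0.00715), both with overlapping ranges.

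With region as a covariate, 3438 of the same 17401 genes differed between the Fev and the Tph2-EGFP line, with 1586 lower in the Fev line and the rest (53.9%) higher. This fit took all libraries as independent, although 6 of 12 same-numbered pairs of the Fev line shared age, sex and weight. The deviations of the DR and CSm pairs were correlated (mean 0.345), so the p-values and SEs for the lines are likely too small. The Fev animals were 23 to 71 days old and the Tph2-EGFP animals 114 to 151 days, so line and age could not be told apart. RNA per cell, as estimated from the spike-ins, was also lower in the Fev groups. On the log2 scale the group medians were -0.66 against 2.82 in DR, -0.57 against 2.13 in CSm and 0.89 against 2.83 in RPA. Effects of this difference could not be told from those of line either. Mir6236 (log2 fold change 3.22, SE 0.40), Coa3 (1.91, SE 0.21) and Psmb5 (1.77, SE 0.19) were higher in all 12 Fev libraries than in all 12 others. The mitochondrial genes mt-Nd5 (-1.28, SE 0.15) and mt-Cytb (-1.24, SE 0.16) and the gene Tbc1d15 (-1.09, SE 0.14), which lies within 200 kb of Tph2 in the reference annotation, were lower in all 12, with adjusted p of 1.50e-07, 1.18e-06 and 1.12e-06. Of the serotonin genes, 2 of 3 passed adjusted over the list alone and over all genes. Tph2 averaged 6303 ± 2254 CPM in the Fev line against 15421 ± 5218 CPM in the Tph2-EGFP line (n = 12 each; log2 fold change -1.18, SE 0.10, adjusted p 5.50e-10), and Fev had a log2 fold change of -0.65 (SE 0.13, adjusted p 0.000328), both with overlapping ranges. The difference between regions depended on the line for 116 genes, by a test of both interaction terms together, and 2136 genes had an unadjusted p under 0.05. That count rested on single libraries: it was 333 without replicate 3 of the RPA Tph2-EGFP group and 70 without replicate 4 of the DR Fev group.

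The Slc17a7 line was sampled in 3 regions, coded ECU and LRNm (medulla) and PG (pons), with 4 libraries each of 12071144 to 24994307 counts. Of 14689 genes, 2.89% differed between ECU and PG (238 genes higher and 187 lower in ECU), 188 between LRNm and PG (103 higher, 85 lower) and 58 between LRNm and ECU (33 higher, 25 lower). The count for LRNm and ECU was 9 without ECU replicate 2 and 129 without PG replicate 2, a library that entered through the shared spread. Library-size scaling gave 31 higher and 13 lower for LRNm and ECU, and DESeq2 119 higher and 147 lower, while no expression filter gave 64 higher and 93 lower. The count for ECU and PG was 235 without ECU replicate 1, and that for LRNm and PG was 106 without LRNm replicate 1. Replicate 1 of LRNm was a library labelled male with 1659 CPM of Xist and 0.12 CPM of Y-linked genes. In ECU, Ndnf averaged 39.9 ± 23.2 CPM (n = 4) and was at least 219-fold higher than in PG (adjusted p 6.62e-06), H2-Aa at least 109-fold (adjusted p 0.000110) and Gria1 at least 58.5-fold (adjusted p 0.00958). Gria1 averaged 10.6 ± 12.2 CPM in ECU, and without replicate 3 the mean was 4.75 CPM and the bound 26.1-fold. Plch1, Iqgap2 and Lpl were lower in ECU, by at least 78.1-fold, 53.4-fold and 152-fold. Between LRNm and PG, Dsc3, Ndnf and Fgf10 were higher in LRNm, by at least 128-fold, 106-fold and 79.9-fold. Fgf10 lost its adjusted p under 0.05 (0.0244 with all libraries) in 6 of the 12 fits that left out 1 library. Barhl2 and Lpl were lower in LRNm by at least 134-fold and 167-fold, and Nrp1 had a log2 fold change of -7.91 (SE 0.87, adjusted p 7.79e-05). Between LRNm and ECU, Ptprk was at least 103-fold higher in LRNm (adjusted p 0.0258; 67.4-fold without LRNm replicate 3), Lrat had a log2 fold change of 5.32 (SE 1.11, adjusted p 0.0374) and Dsc3 5.28 (SE 0.88, adjusted p 0.0103). Slc6a12 (-4.23, SE 0.77, adjusted p 0.0210), Crhr1 (-2.83, SE 0.39, adjusted p 0.00455) and Chn2 (-1.91, SE 0.38, adjusted p 0.0268) were lower in LRNm. Of these 6 genes, all but Crhr1 lost their adjusted p under 0.05 in at least 1 fit that left out a library. The 4 libraries of the regions compared did not overlap for any gene named here.

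The Cx3cr1-GFP line gave 3 libraries from the cerebellum (UVU, 5665740 to 5804903 counts) and 3 from the cortex (MOp5, 6132706 to 7907077). Of 10347 genes none had an adjusted p under 0.05, and 712 had an unadjusted p under 0.05. The replicates paired by age, sex and weight, and with the replicate number as a block 2 genes passed, Adamts1 (log2 fold change 2.54, SE 0.18) and Egr1 (1.25, SE 0.12), both higher in the cerebellum and named after their values were seen. DESeq2 called 141 genes. In simulated counts of this size, 74 of 200 genes changed by a log2 fold change of 3 were recovered, all drawn from genes with at least 10 CPM. Recovery of the less abundant genes tested was not measured. The P170 line gave 4 libraries each from the regions coded BST (pallidum, 7447390 to 18588485 counts) and MPN (hypothalamus, 12498232 to 16719903). None of 13601 genes had an adjusted p under 0.05, and 4.735% of them had an unadjusted p under 0.05. DESeq2 called 40 genes, 20 higher and 20 lower. At this size the simulation recovered 77% of the 200 genes, again drawn from those with at least 10 CPM.

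Transmitter classes were compared with the group as the unit, on counts summed over each group's libraries. Between 32 GABA and 56 glutamate groups, with brain division as a covariate, 8.03% of 17228 genes differed, 561 of them lower in GABA groups and the rest (59.5%) higher. Without the division covariate, on 128 groups, 2857 genes differed, the alternative that moved the count most. Of these, 45.05% were higher in GABA groups, and 2176 had not passed with the covariate. Of the 7 glutamate, GABA and glycine genes listed beforehand, 5 passed adjusted over the list alone and 5 over all genes. Slc32a1 averaged 418.6 ± 170 CPM (SD over 32 groups) against 5.08 ± 20.4 CPM (56 groups), with a log2 fold change of 7.33 (SE 0.65, adjusted p 1.50e-14). The glutamate mean was 2.46 CPM without the CUL4, 5gr Penk1 group. Gad1 had a log2 fold change of 7.205 (SE 0.79) and Gad2 of 5.97 (SE 0.62). Slc17a7 (-6.64, SE 0.90), Slc17a6 (-6.59, SE 0.82) and Kcng1 (-6.18, SE 1.22) were lower in GABA groups. The ranges of the groups overlapped for each of these genes. Slc17a8 (log2 fold change -1.26, adjusted p 0.575) and Slc6a5 (1.54, adjusted p 0.401) did not pass, with ranges overlapping, and Slc6a5 passed without the division covariate (3.15). The means of Slc6a5 rested on single groups. In glutamate groups it averaged 6.68 CPM, or 0.477 CPM without the CUL4, 5gr Penk1 group. In GABA groups it averaged 462.8 CPM, or 244.4 CPM without the DCO Slc6a5.KF109 group.

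Between 143 groups with a transmitter and 14 without, 12117 of 21638 genes differed, 5067 higher and 7050 lower in the groups with a transmitter. The median log2 fold change of all genes was -0.14, against -0.01 with library-size scaling and -0.25 with DESeq2. Dnm1 (log2 fold change 5.80, SE 0.41), Tmem151a (5.62, SE 0.47) and Sult4a1 (5.53, SE 0.42) were higher in all 143 groups than in all 14. The 3 genes with the lowest fold changes, Ctrb1, Rnase1 and Cela2a, which belong to families of similar genes, had log2 fold changes from -18.08 to -17.95. Their means in the groups without a transmitter had SDs above the means, as Ctrb1 with 20767 ± 77408 CPM, or 79.1 CPM without the pancreas P170 group, and the ranges overlapped.

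Genes spanning at least 100 kb in the reference annotation were compared with 10000 lists of the same size matched on mean expression, for 94.7% of the tested genes with a known span. Their median log2 fold change between groups with and without a transmitter was 0.24 (2498 genes) against 0.01 in the matched lists, with p = 0.0001, the smallest the lists can give. At a span of 50 kb it was 0.01 against -0.03 (p = 0.0242).

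Gene families were compared by how often they separated pairs of the 143 groups with a transmitter and at least 2 libraries (10153 pairs, 15237 genes). A gene separated a pair when the means of log2(CPM + 1) lay at least 2 apart and the libraries did not overlap. The median share of pairs separated was 18.5% for 114 homeobox genes, against 8.41% in 10000 lists matched on size and mean expression. It was 47.0% for 25 glutamate receptor genes (matched lists 5.90%), 44.8% for 22 GABA and glycine receptor genes (5.81%), 39.6% for 62 axon guidance genes (7.53%) and 33.7% for 84 potassium channel genes (7.90%). These 5 families had p = 0.0001, the smallest the lists can give (0.000154 adjusted over 20 families). The same held for sodium and calcium channels (32.5%), immunoglobulin and leucine-rich adhesion genes (32.9%), neuropeptides and hormones (26.5%), nuclear receptors (26.2%), G protein-coupled receptors (25.1%) and vesicle release genes (15.6%). Sox genes (24.9%, adjusted p 0.00789), cadherins (14.7%, 0.00425), basic helix-loop-helix genes (13.9%, 0.00160) and ribosomal proteins (10.2%, 0.00789) lay above their matched lists too. C2H2 zinc fingers (5.05%, adjusted p 0.000154), splicing factors (1.49%, 0.000154) and proteasome subunits (1.38%, 0.000571) lay below them. Forkhead genes (11.1%, adjusted p 0.0946) and nuclear genes of the respiratory chain (4.69%, adjusted p 0.200) were not told from them. The forkhead value moved most in its call: it was 25.5% with an adjusted p under 0.05 among genes with a mean of at least 10 CPM. Ribosomal proteins no longer passed when CPM was scaled by TMM factors (6.71%). The homeobox genes that separated most pairs were Zfhx3 (63.9%), Zeb2 (62.2%), Meis2 (61.0%), Zfhx4 (58.0%) and Pou3f3 (57.7%). Other genes that did so included Gad2 (69.4%), Lmo3 (66.8%), Slc17a6 (66.4%) and Cck (66.2%). Genes spanning at least 100 kb had a median of 18.9% (2258 genes) against 7.27% in their matched lists (p = 0.0001, the smallest they can give).

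**Figure D3:**
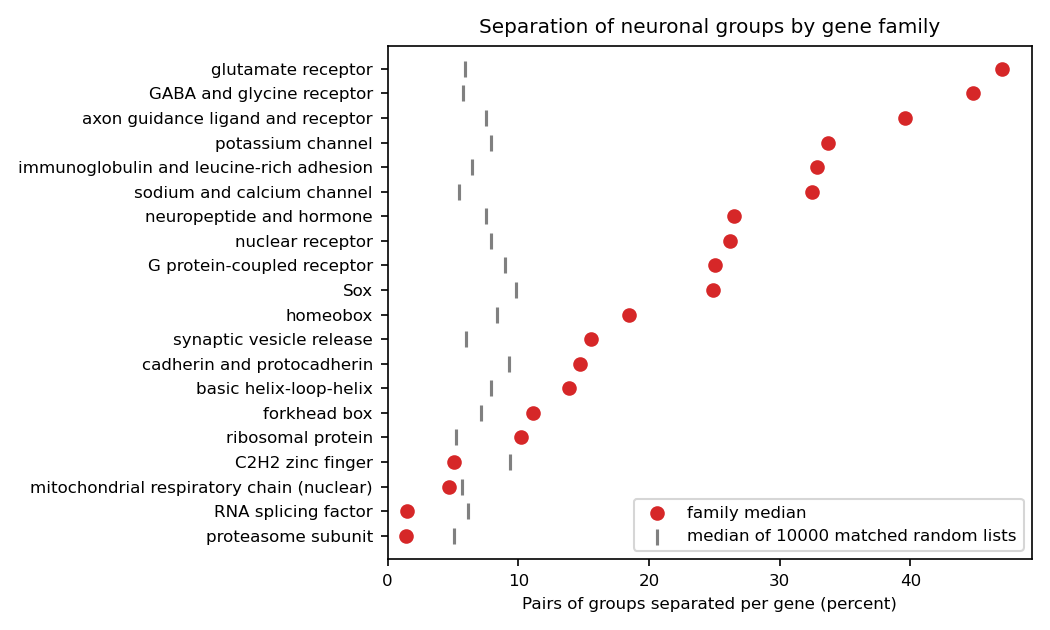
Median share of pairs of groups that the genes of each family separated, in percent; the dot is the family's median and the grey bar the median of 10000 matched random lists. Glutamate receptor genes stood at 47.0% against 5.90%, and splicing factors at 1.49% against 6.17%.

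Within the groups that held at least 2 female and 2 male libraries by their labels (32 female and 31 male libraries), 8 of 13850 genes differed by sex, 4 higher and 4 lower in females. Without an expression filter 114 genes differed (39 higher and 75 lower), the alternative that moved the count most. Of the 10 sex genes listed beforehand, 9 passed adjusted over the list alone and 7 over all genes. Xist averaged 1998 ± 1483 CPM in the libraries labelled female and 11.3 ± 15.4 CPM in those labelled male (log2 fold change 7.90, SE 0.31, adjusted p 9.57e-29), without overlap. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y had log2 fold changes from -7.41 to -7.14, with overlapping ranges. The lowest library labelled male held 0.677 CPM of Ddx3y and the highest labelled female 24.4 CPM. Libraries whose sex-linked RNA departed from their label entered this test. Replicates 2 and 4 of the retinal wt.beads group, labelled male, held 52.1 and 50.2 CPM of Xist and 2.83 and 2.40 CPM of Y-linked genes together. PAG Slc6a5.KF109 replicate 3, labelled female, held 87.1 CPM of Y-linked genes. Eif2s3x (log2 fold change 0.65, SE 0.10, adjusted p 7.35e-05) and Ddx3x (0.36, SE 0.06, adjusted p 0.000395) were higher in females with overlapping ranges, and neither passed without replicate 1 of every group. Tsix (5.37, SE 0.56, adjusted p 4.34e-10) was named after its value was seen. It overlaps Xist on the other strand, and since the strandedness of the counting was not stated its counts were uncertain. Kdm6a (0.34, adjusted p 0.620), Kdm5c (0.39, adjusted p 0.673) and Utp14a (0.12, adjusted p 0.960) did not pass over all genes, and Utp14a changed direction without replicate 2 of every group (-0.02).

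Over all 517 libraries, Xist had a median of 1.08 CPM in those labelled male and 1341 CPM in those labelled female, and the 4 Y-linked genes together 203.04 and 0.559 CPM. With a cut-off of 20 CPM, chosen after the values were seen, 38 libraries departed from the pattern of their label, which was to exceed it for the RNA of that sex alone. Of the libraries labelled male, 27 exceeded it for both, 4 for Xist alone and 1 for neither. Of those labelled female, 5 exceeded it for both and 1 for the Y-linked genes alone. A cut-off of 10 CPM gave 62 libraries and one of 50 CPM gave 19.

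**Figure D4:**
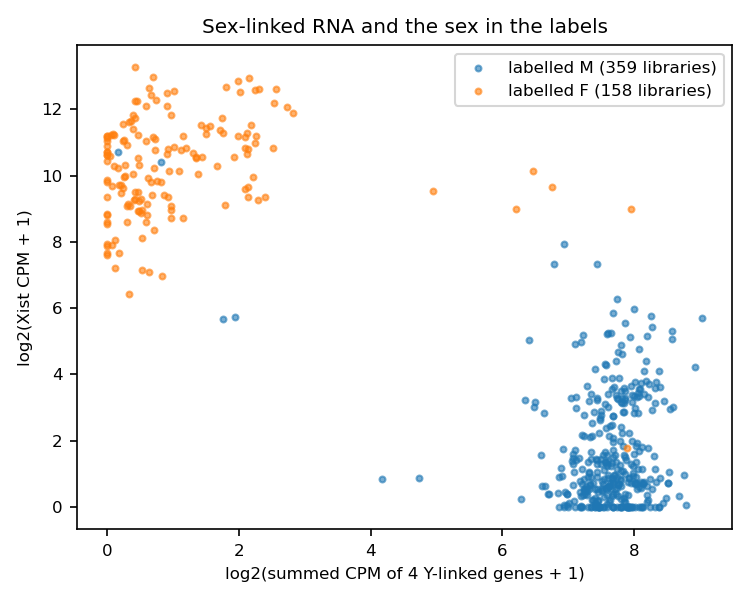
Xist against the summed CPM of 4 Y-linked genes in each library, both as log2(CPM + 1), for 359 libraries labelled male and 158 labelled female. Most libraries lie near 1 axis, with medians of 203.04 CPM of Y-linked RNA in males and 1341 CPM of Xist in females, and 5 libraries exceed 20 CPM only for the RNA of the other sex.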

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

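The test against the age of the animals and the counts that leave out sets with all but 1 library at 0 CPM were chosen after the results were seen; the other tests of this part were set before theirs.

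In 10 of 126 sets of values, each a named gene in a group of 4 to 10 libraries, the highest or lowest library stood far from the others, judged by its gap to the nearest library over the whole range. Chance alone gives 6.3, a number that does not apply to 3 of the 10, in which every other library was at 0 CPM and any value above 0 would have stood apart. In the other 123 sets it was 7, where chance gives 6.15. In the ECU Slc17a7 group, Chn2 stood at 24.2 CPM in replicate 1 (nearest library 50.1 CPM), Fgf10 at 3.89 CPM in replicate 3 (nearest 0.0608 CPM) and Lrat at 2.57 CPM in replicate 3 (nearest 0.206 CPM). In the LRNm Slc17a7 group, Iqgap2 stood at 0.882 CPM in replicate 3 (nearest 0 CPM), and in the PG Slc17a7 group Ptprk stood at 2.30 CPM in replicate 2 (nearest 0.170 CPM). In the RPA Fev group, replicate 1 held 0.514 CPM of En1 and 0.294 CPM of Kcnh8, where the nearest library held 0 CPM. Fev stood at 310.9 CPM in replicate 2 of the CSm Fev group (nearest 235 CPM). Htr1b stood at 6.37 CPM in replicate 7 of the arcuate NPY-hrGFP group (nearest 11.3 CPM), and Zeb2 at 1.92 CPM in replicate 2 of the DR Tph2-EGFP group (nearest 0.489 CPM). These values came from 8 libraries. Of those, 4 were the smallest or largest of their group by total counts, where 3.62 would be by chance (one-sided exact test, p = 0.530). Without the 3 sets with every other library at 0 CPM, 2 of 6 libraries were, against 2.62 by chance. With so few libraries, an effect of library size cannot be told apart from chance, and RNA carried over from other cells stayed open as untested. No biological explanation was tested, since the design names none for single libraries.

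The difference between the serotonin regions depended on the line for 116 genes. Of the 100 splits of the libraries drawn, 1 gave as many, the real one, and the largest of the others gave 16. The splits exchanged the lines within each region, which removed the difference between the lines together with the interaction. They therefore cannot tell whether the interaction alone exceeds chance. The 3 genes with the lowest p were Met, Slc17a8 and Npy2r. Met (adjusted p 1.02e-05) averaged 3.67 ± 2.16 CPM in DR in the Fev line (n = 4) and 0.035 ± 0.085 CPM in the Tph2-EGFP line (n = 6; 0 without replicate 1). In CSm it averaged 75.7 ± 30.4 CPM (n = 4) in the Fev line and 126 ± 34.7 CPM (n = 3) in the Tph2-EGFP line. Slc17a8 (adjusted p 5.70e-05) averaged 374.3 ± 81.6 CPM in the Fev line and 634.8 ± 93.8 CPM in the Tph2-EGFP line in DR. In CSm the order was the other way, with 417.2 ± 58.9 and 152 ± 49.8 CPM. In RPA it averaged 67.1 ± 13.6 and 27.5 ± 8.82 CPM. Npy2r (adjusted p 6.96e-05) averaged 40.9 ± 13.4 and 70.0 ± 14.5 CPM in DR, and in RPA 27.9 ± 17.8 CPM in the Fev line and 0.242 ± 0.226 CPM in the Tph2-EGFP line (0.139 without replicate 1). The ranges of the libraries of the lines overlapped for Met in CSm and for Npy2r in DR, and in none of the other comparisons given here. The Fev animals were younger: 0 libraries of either line lay within the age range of the other, so line and age cannot be told apart for these genes. The Fev groups also had less estimated RNA per cell, which cannot be told from line either. The RPA Fev group also differed in its title, which named GABA beside serotonin. A candidate explanation is that the lines label different cells within a region, which stayed open as untested. 

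In replicate 1 of the HSD2-Cre group from the cerebellar region CUL4, 5gr, 72.9% of the counts lay outside annotated genes (95% Wilson interval 72.86% to 72.90%), the highest share of all libraries, against a median of 29.4%. Replicate 2 of the group had 70.2%. The group was also the lowest in RNA per cell, with a log2 distance of -5.07 from the median group. Group medians of this estimate spread widely, with an SD of 2.44 on the log2 scale. The highest group, CA3 Grp.KH288, lay 8.22 above the median group. The libraries held 542 and 780 sorted cells and 4885833 and 12115027 gene counts. Genomic DNA or unannotated transcripts among the reads were not tested, as the deposited counts do not separate them. No biological explanation was tested.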

How the results depend on the processing

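The cut-offs of 10 and 50 CPM for the sex genes were chosen after seeing the data, as were the main cut-off of 20 CPM and the means and bounds of named genes without single libraries or groups. Of the other values recomputed, 1452 for single genes and 343 for main results kept their direction and their side of the threshold, or moved by less than their spread. Among single genes 33 became weaker, 3 stronger and 1 reversed, and among main results 51 moved, 2 became weaker, 4 stronger and 1 reversed.

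Counts of genes with an adjusted p under 0.05 are given here as a percent of the genes tested in the report's fit, and those named differed by more than 1.5 times. With DESeq2 they were 2.69% for the line-by-region interaction (0.667% in the report), 7.32% for ECU and PG (2.89%), 3.404% for LRNm and PG (1.28%), 1.81% for LRNm and ECU (0.395%), 1.363% for Cx3cr1 cerebellum and cortex (0), 0.294% for P170 BST and MPN (0), 14.05% for GABA and glutamate groups (8.03%) and 0.188% for the sexes (0.0578%). Without the expression filter they were 1.83%, 4.99%, 2.69%, 1.07%, 0.009665%, 0.147%, 14.98% and 0.823% in the same order. As genes, the fits gave 1075 and 733 for ECU and PG, 266 and 157 for LRNm and ECU, 141 and 1 for Cx3cr1, 40 and 20 for P170, 2420 and 2581 for GABA and glutamate groups and 26 and 114 for the sexes. For the interaction DESeq2 called 353 genes beyond those of the report and missed 1, and without the filter 318 genes passed. For LRNm and PG DESeq2 called 500 genes, and without the filter 207 genes passed beyond all 188 of the report. The gene that passed for Cx3cr1 without the filter was Egr1 (log2 fold change 1.23), named after it was seen. The cause was not tested. The up and down split moved by over 10 points for the arcuate lines with library-size scaling (732 higher and 616 lower, against 550 and 804). For LRNm and ECU it moved to 31 higher and 13 lower with library size and to 119 and 147 with DESeq2, against 33 and 25. Without the expression filter it moved to 64 higher and 93 lower for LRNm and ECU and to 39 and 75 for the sexes (4 and 4 in the report).

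For GABA and glutamate groups, replicate 1 alone gave 774 genes (4.49%), with fewer counts per group, and leaving out the division covariate gave 2857 (16.6%) on 128 groups, 1287 higher and 1570 lower in GABA groups, or 45.05% higher against 59.5% in the report, and 2176 of the genes had not passed in the report's fit. Leaving out the listed sex genes left 1 gene (0.00722%) between the sexes, Tsix, by construction. Without replicate 1 of every group, 1156 genes differed between GABA and glutamate groups and 11159 between groups with and without a transmitter. The sexes gave 6 to 9 genes across the 4 fits that each left out 1 replicate number, with 2 higher and 4 lower without replicate 1 or 3. The Utp14a difference between the sexes reversed without replicate 2 (-0.0219), within a range up to 0.24 without replicate 3. Eif2s3x (0.57) and Ddx3x (0.32) lost their call without replicate 1, and Ddx3x (0.35) without replicate 3.

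Across the 24 fits that each left out 1 library, the serotonin comparisons ranged from 3.36% to 4.46% of the genes (CSm and DR), 9.61% to 12.3% (RPA and DR), 6.61% to 10.98% (RPA and CSm) and 17.2% to 21.9% (the lines). The interaction ranged from 0.402% to 1.91%, with 70 genes without DR Fev replicate 4 and 333 without RPA Tph2-EGFP replicate 3. Across the 12 fits of the Slc17a7 line, ECU and PG ranged from 1.60% to 4.15%, or 235 to 610 genes. It had 235, 254, 259 and 245 without ECU replicates 1, 2, 3 and 4, and 246 without PG replicate 4. LRNm and PG ranged from 0.722% to 1.42%, from 106 genes without LRNm replicate 1, a library labelled male with female-type counts, to 209, with 118 without LRNm replicate 4. LRNm and ECU ranged from 0.0613% to 0.878%: 9 genes without ECU replicate 2, 22 without ECU replicate 1 or 3, 29 without ECU replicate 4, 18, 20, 20 and 36 without LRNm replicates 1, 2, 3 and 4, and 129 without PG replicate 2. The share of these genes that was higher in LRNm ranged from 44.2% (without PG replicate 2) to 88.9% (without ECU replicate 2 or LRNm replicate 1), against 56.9%. The call on Fgf10 between LRNm and PG, and those on Ptprk, Lrat, Dsc3, Slc6a12 and Chn2 between LRNm and ECU, were lost in at least 1 of these fits. Cx3cr1 (6 fits) and P170 (8 fits) stayed at 0 genes.

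With the replicate number as a block, Cx3cr1 gave 2 genes (0.0193%), and Tph2 passed between CSm and DR (-0.38). The block gave 514, 1361 and 1233 genes for the serotonin regions and 88 for the interaction, and 0 for P170. It changed no other call on the genes named for the paired comparisons. A blocked fit of the Fev against the Tph2-EGFP line could not be made, since the numbers lie within lines. The p-values for the lines therefore do not allow for the pairs. The arcuate and Slc17a7 libraries were not treated as pairs. Age and sex were shared by 3 of 7 same-numbered arcuate pairs and 4 of 12 Slc17a7 pairs, all of ECU and PG, and age, sex and weight together by 0. The deviations had mean correlations of -0.072 (-0.164 to 0.130) in the arcuate lines and -0.0005 (-0.0671 to 0.102) in the Slc17a7 line. For ECU and PG alone it was 0.0432 (0.0117 to 0.0973), against -0.0145 for other pairs and below the 0.1 required of each pair. The block gave 7.52% of the genes for the arcuate lines and 2.27%, 1.16% and 0.334% for the Slc17a7 regions. No paired analysis was made for the transmitter classes, where groups were summed, although some lines, such as Sla.KJ319, had groups in both classes. None was possible for the sexes because a replicate number names 1 library within a group.

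The similarity medians within groups, across lines, across regions and across transmitters fell to 0.911, 0.897, 0.880 and 0.858 with Spearman's correlation, and that between libraries with and without a transmitter rose from 0.725 to 0.767. Among genes with a mean of at least 1 CPM the 6 medians were 0.932, 0.912, 0.869, 0.802, 0.801 and 0.519. They kept their order in both, and in the second genes near 0 in all libraries no longer entered. Requiring 10 CPM only in the group mean gave 12 GABA groups with a glutamate transporter gene (4 in the report). Cut-offs of 10 and 50 CPM gave 62 and 19 libraries departing from their sex label (38 in the report).

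Among gene families, the forkhead genes passed with a pseudocount of 0.1 (23.1%), among genes with at least 10 CPM (25.5%), with 1 group per region (13.9%) and without replicate 1 (15.8%). They did not pass without replicate 2 (13.3%), with TMM scaling (11.2%) or when means had to be 1 apart (29.7%). Ribosomal proteins no longer passed with TMM scaling (6.71%), and Sox genes no longer passed among genes with at least 10 CPM (28.5%), where 5 of 11 remained. The respiratory chain genes lay above their matched lists when means had to be 1 apart (28.4% against 26.3%) and below them in the report, passing in neither. The cause was not tested.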

Other observations

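The test against other lines of the same region was added after the count across lines was seen, and the ages and the tissues of the Pomc-GFP line were compared after the results were seen; the other tests were set before theirs.

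Splits of the same libraries or groups were drawn for each test across genes, the real split included. For the arcuate lines, for CSm and DR, for RPA and DR, for RPA and CSm and for the Fev and Tph2-EGFP lines, 1 of 100 splits gave as many genes. The largest count of another split was 1, 2, 2, 558 and 1 in that order. The splits of the Fev and Tph2-EGFP lines took the paired Fev libraries as independent. For each Slc17a7 comparison 1 of 35 splits gave as many, and the others gave at most 1 gene. For the transmitter classes, 1 of 40 splits gave as many genes between GABA and glutamate groups. Of 60 splits, 1 gave as many genes between groups with and without a transmitter, where the median split gave 263 genes and the largest other 2349. For the sexes 1 of 60 gave as many. For Cx3cr1 all 10 of 10 splits gave as many as the real 0, and for P170 all 35 of 35. Every split gives as many as a real count of 0, so neither result bears on chance. With 10 splits no share under 0.1 can be had.

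In the Pomc-GFP line, Efr3b and Dnajc27, which lie within 200 kb of Pomc in the reference annotation, ranked with Pomc itself. In the dentate gyrus (region code DG) the line had little Pomc (88.9 ± 25.7 CPM, n = 3), yet Efr3b averaged 11480 ± 1625.9 CPM and Dnajc27 1250 ± 153.8 CPM. No DG library of another line exceeded 56.4 CPM of Efr3b or 148 CPM of Dnajc27. The lowest Pomc-GFP library there stood above the highest other by 174 times for Efr3b and 7.32 times for Dnajc27. The same genes averaged 16474 and 7729 CPM in the arcuate Pomc-GFP group and 5004 and 1560 CPM in the pituitary one, and among the 503 libraries of other lines reached 1101 and 334 CPM at most. In each of the 3 tissues every Pomc-GFP library exceeded those maxima for both genes, by at least 3.25 times. This argues against a kind of cell labelled in a single tissue as the cause of the whole pattern. One hypothesis is that the reporter transgene carries extra copies of these neighbours, which the ratio of 7.32 is consistent with. Whether kinds of cell that no other line sampled add to the rise within a tissue stayed open as untested. The DG Pomc-GFP group has no transmitter in its title, while the other DG groups name glutamate.

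The same hypothesis was tested for other lines named for a gene. Of 37 driver genes other than Pomc, each taken with the first line listed for it, 10 had a neighbour within 200 kb raised to at least the 95th percentile of lines, where chance gives 2.14 (one-sided exact binomial test, p = 3.5e-05). Neighbours that share regulation could do the same: the genes Avp and Oxt, and Chat and Slc18a3, are among them. Against the highest other line of the same region and transmitter, 4 of 33 reached it, where chance gives 1.71 (one-sided exact test, p = 0.0899). Transgene copies and shared regulation cannot be told apart here for the set. In each line the most raised neighbour was compared, whichever gene it was. For Tph2, with 5 neighbours, the Tph2-EGFP line stood at a percentile of 92.7. Its most raised neighbour was Tbc1d15, which was lower in the Fev than in the Tph2-EGFP line. Other lines may exceed it through another neighbour, so the percentile is not the rank of Tbc1d15 itself.

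The difference between the Fev and the Tph2-EGFP line was tested for a relation to gene span. The Spearman correlation across 16553 genes of fold change and span was -0.0905, within the limits of 0.1 set beforehand for no effect. This argues against a strong bias with span across all tested genes. Span covers introns, so a bias with transcript length was not tested, nor were the called genes alone. In DR alone it was -0.169, outside those limits but short of the -0.3 that length bias would need, and CSm and RPA gave -0.0873 and -0.0912. Age may be the cause instead of the line, as 0 libraries of either line lay within the age range of the other, and this cannot be told apart. Nor can the lower estimated RNA per cell of the Fev groups.

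The libraries that departed from their sex label by the cut-off of 20 CPM, other than the 27 labelled male that exceeded it for both, are given here as values. Replicate 1 of the SO AVP.QZ20 group, labelled female, held 2.47 CPM of Xist and 235 CPM of Y-linked genes. Replicate 2 of the same group, labelled male, held 1371 and 0.757 CPM. LRNm Slc17a7 replicate 1, labelled male, held 1659 and 0.12 CPM. Replicates 2 and 4 of the retinal wt.beads group, labelled male, held 52.1 and 50.2 CPM of Xist with 2.83 and 2.40 CPM of Y-linked genes. Replicate 2 of pancreas P170, labelled male, was below the cut-off for both, with 0.783 CPM of Xist and 17.0 CPM of Y-linked genes. Of the libraries labelled female, MB.SCm P118 replicate 2 held 508 CPM of Xist and 247 CPM of Y-linked genes, LRNm Slc17a7 replicate 2 held 799 and 107 CPM, PAG Slc6a5.KF109 replicate 3 held 1128 and 87.1 CPM, IG P157 replicate 2 held 507.8 and 73.2 CPM, and AI P157 replicate 1 held 741 and 29.9 CPM. No explanation was tested.

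The 3 replicates of the CUL4, 5gr Penk1 group differed in transmitter genes. Slc6a5 stood at 766, 171.4 and 0.225 CPM in replicates 1, 2 and 3, and Slc17a7 at 18.6, 1.55 and 679.6 CPM. Gad2 stood at 1237.8, 430 and 364 CPM. Replicate 2 also held the highest endothelial (978 CPM) and immediate early gene (551 CPM) averages of the libraries with a transmitter. These values carry no test.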
